A study of Homo sapiens with 6 samples. Its data were reported in "Structural insights into the human NuA4/TIP60 acetyltransferase and chromatin remodeling complex" (2024).

How the data were processed

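Poly(A)-selected RNA of K562 cells was measured by stranded RNA-seq in 6 libraries. K562 is an established human leukaemia line that carries erythroid and megakaryocytic features. In these cells both copies of EP400, the ATPase subunit of the TIP60 complex, carry a degradation tag, and dTAGV-1 is the small molecule that triggers loss of the tagged protein. Cells were complemented with a transgene at the AAVS1 safe-harbour site that expresses either wild-type EP400 (WT) or EP400 without the region that holds the TRRAP module (Delta-TRRAP). All 6 libraries came from cells given 500 nM dTAGV-1 for 24 h, with 3 libraries per group. Groups and replicate numbers were taken from the sample titles. The methods of the study describe one clone per complemented line, so the clone and the genotype cannot be separated and the replicates do not measure variation between clones.

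The authors deposited, for each library, the count of reads per gene: uniquely mapping reads were aligned to hg38 with STAR and counted with htseq-count in reverse-stranded union mode on GENCODE genes. These counts were not normalized and held no summary lines for unassigned reads, so the share of reads outside genes is unknown. Reads mapping to several places were discarded, which lowers the counts of genes with near-identical copies. The authors also deposited a table of normalized signal, which is the counts divided by one size factor per library. For the 6 libraries used here, multiplying that signal by one constant per library gave back the counts for 100% of the values above 0 among its 24644 genes. That table had 3 further columns of per-sample values from another condition, which were not used here. In the authors' deposited table of the comparison, log2 fold changes are WT over Delta-TRRAP and the adjusted p-values are from DESeq2. Its size factors, mean signal and dispersions rest on 9 libraries. Signs were turned so that a positive value means higher in Delta-TRRAP.

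Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood F test with group as the only term. Genes with a mean normalized count of at least 5 over the 6 libraries were tested, which kept 19114 of the 34998 genes with a count. A gene was called changed at a Benjamini-Hochberg adjusted p of 0.01 or less and a fold change of at least 2. These thresholds follow the methods of the study, which used DESeq2 in place of edgeR. Normalized counts are counts divided by the TMM-scaled library size relative to its geometric mean over the 6 libraries. Errors are standard deviations over 3 libraries for counts and standard errors for log2 fold changes. Genes were named by a rule fixed in advance. A list of 14 genes held the edited gene, other subunits, example genes and factors of the study, the H2A.Z genes and the host gene of AAVS1. To these were added the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean normalized count of at least 100 and no overlap between groups. Genes singled out afterwards are marked as such in the text.

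For the WT level of called genes, WT mean normalized counts of lower or higher genes were compared with those of genes tested and not called. The two-sided Mann-Whitney statistic was used with a permutation p from 100000 resamples, or 10000 for alternatives. Genes are not independent replicates, so these p-values describe the genes of these libraries. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 8 lists. The lists were written by hand from general knowledge: TIP60 and SAGA subunits, commonly cited targets of MYC, E2F, HIF1A and RELA, and erythroid and megakaryocyte genes. SOD2 and ATXN7 each had more than one gene ID in the files, and the ID with the higher total count was used. Principal components were computed on the 500 most variable genes.

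Gene positions, transcript lengths and GC content were taken from GENCODE release 44 on GRCh38, the assembly named hg38 by the authors. The release differs from that of the authors, and 19041 of the 19114 tested genes had a matching ID. Runs of neighbouring genes with shifted fold changes were sought by circular binary segmentation over 11424 genes with a mean normalized count of at least 100. Fold changes were limited to 1 log2 unit around the median, segments held at least 10 genes, and the threshold was the 95th percentile of shuffled gene orders. A segment was taken as shifted when its median lay at least 0.3 log2 units from the genome-wide median.

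The choices of test, thresholds, lists and most alternatives were made before the data were examined. The alternatives were DESeq2 1.42.0, limma-voom, other scalings and filters, other thresholds, the replicate number as a block, and leaving out each library in turn. The segmentation along chromosomes, the fibroblast marker list and the comparison of rises by expression level were added after the data had been seen. Removing shifted segments, or a trend of fold change on GC content and transcript length, was added later. Scripts were tested on simulated data. With counts drawn from the means and sizes of these libraries at one common dispersion, the Delta-TRRAP against WT test over 18865 genes found 191 of the 199 planted changes that passed the filter (96.0%) and made no call outside the planted genes. Only 200 changes were planted, with rises and falls equally likely, whereas 73.1% of the 4322 real calls were rises. False calls under such an imbalance were therefore not measured. The segmentation found 3 of 3 planted segments in a shuffled order of 11424 genes. The level test found 20 of 20 planted shifts over 19114 genes. Python 3.11.15, SciPy 1.17.1 and NumPy 2.4.6 were used for the remaining steps.

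Library totals of 35076835 to 42616061 counts set the counting error, which is small for genes with a mean of 100 or more and large for genes near the filter. Counting intervals and the limit of 3 counts for a gene at 0 cover counting error only, since PCR copies were not marked by molecular identifiers. A gene at 0 in all libraries of one group is given as a bound against 3 counts in a library, and a gene with 1 to 3 counts in one group with an exact binomial interval of the ratio.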

Results

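To ask how steady-state transcription depends on the attachment of TRRAP to TIP60, poly(A) RNA was compared between K562 cells complemented with WT EP400 and cells complemented with Delta-TRRAP EP400, after degradation of the endogenous protein. The WT libraries held 40161045, 42616061 and 39966818 counts in genes, and the Delta-TRRAP libraries held 37590641, 38491513 and 35076835. The number of genes with at least 1 count was 25668 to 25998 in WT and 27928 to 28033 in Delta-TRRAP. Mitochondrial genes took 3.18% to 3.71% of the counts in WT and 5.07% to 6.24% in Delta-TRRAP. The most abundant gene of each library took 0.784% to 1.17% of its counts. Replicates were separate libraries: within groups, pairs differed by 5.43 to 17.5 times the chi-square expected from counting alone. Pearson correlations of log2 CPM (counts scaled to library size) across genes were 0.994 to 0.995 within groups and 0.948 to 0.95 between groups.

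EP400 was examined before other genes, because it is the tagged and complemented gene. EP400 (ENSG00000183495.13, GRCh38 chromosome 12, 131949942 to 132080460) had a normalized count of 5100 ± 282 (SD, n = 3) in WT and 5520 ± 1172 (SD, n = 3) in Delta-TRRAP. The log2 fold change was 0.14 ± 0.11 (SE), with an adjusted p of 0.272 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and was not larger than the spread between replicates. The gene count adds transcripts of the tagged locus and of the transgene and does not show the deleted region, and degradation acts on the protein, so this value is no measure of the protein. The value depended on single libraries. EP400 counted 7009 in Delta-TRRAP replicate 2 and 4119 in replicate 3. Without replicate 3 the log2 fold change was 0.29 with an adjusted p of 0.00149, and without replicate 2 it was -0.026, the range over the 6 fits that each left out one library.

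The libraries separated by group. The first principal component of the 500 most variable genes held 98.3% of the variance, and the second held 0.653%. WT libraries had scores of -48.7 to -48.3 on the first component and Delta-TRRAP libraries had scores of 48.4 to 48.6. The share was 88.7% when all tested genes were used, the alternative that moved it most.

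Of 19114 genes tested, 4322 (22.6%) were called changed in Delta-TRRAP against WT by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.01 and a fold change of 2. Of these, 3160 were higher and 1162 were lower, so 73.1% of the calls were rises. Without regard to the fold change, 11149 genes (58.3%) passed the adjusted p. The libraries of the 2 groups did not overlap for 4321 of the 4322 called genes, and for 71.1% of all tested genes, where chance gives 10% for 3 against 3. The fold change threshold was the choice that moved the count most upward, with 6750 genes called at a fold change of 1.5. Scaling by library size alone moved the median log2 fold change of all tested genes by 0.138, from 0.03 to 0.17, so small shifts depend on the scaling. Under that scaling 79.6% of 4520 calls were rises. In the authors' deposited table, the same thresholds gave 3820 genes, with 2718 higher and 1102 lower in Delta-TRRAP. Of the calls in the authors' deposited table, 3787 were called in the same direction here.

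The excess of rises depended on the expression level. Among genes with a mean normalized count of 5 to 100, rises made up 83.0% of the calls, with 2355 higher and 482 lower. For counts of 100 to 1000 the share was 61.0%. Among the 6803 genes at 1000 or more it was 37.7%, with 162 higher and 268 lower. Of the 3160 higher genes, 1123 had a WT mean normalized count under 5, and 88 had no counts in WT. In the other direction, 7 lower genes had no counts in Delta-TRRAP.

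Among the 14 genes listed in advance, 9 passed an adjusted p of 0.01 over all genes tested and 9 passed when adjusted over the list alone. Of these, 4 also passed the fold change threshold. The study presents CCND1, TERT and DACH1 as examples of changed genes in these lines, so their calls here are not independent of its own. CCND1 (ENSG00000110092.3, chromosome 11, 69641156 to 69654474), which encodes cyclin D1, fell from 1776 ± 78.5 to 58.5 ± 18.9 normalized counts (SD, n = 3 each). Its log2 fold change was -4.89 ± 0.12 (SE), with an edgeR adjusted p of 3.88e-14. TERT (ENSG00000164362.20, chromosome 5, 1253147 to 1295068), the telomerase reverse transcriptase gene, fell from 120.2 ± 16.9 to 39.2 ± 7.55 normalized counts (SD, n = 3 each). Its log2 fold change was -1.58 ± 0.17 (SE), with an edgeR adjusted p of 8.78e-07. TERT lies in a stretch of chromosome 5 where the median log2 fold change was -0.33. That median differed from the genome-wide one by -0.243, short of the 0.3 taken as shifted. DACH1 (ENSG00000276644.5, chromosome 13, 71437966 to 71867204) had no counts in any WT library and 1472 ± 57.8 normalized counts in Delta-TRRAP (SD, n = 3). DACH1 was therefore at least 491-fold higher, with an edgeR adjusted p of 1.02e-14. PPP1R12C (ENSG00000125503.13, chromosome 19, 55090914 to 55117637), whose gene hosts the AAVS1 site used for the transgenes, fell from 109.9 ± 12.98 to 33.1 ± 14.7 normalized counts (SD, n = 3 each). Its log2 fold change was -1.72 ± 0.23 (SE), with an edgeR adjusted p of 7.98e-06. Transgenes sit in this gene in both lines, and it lies in a stretch of chromosome 19 where the median log2 fold change was -0.40.

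The genes of the H2A.Z histone variant were lower without reaching a fold change of 2. H2AFZ changed by -0.81 ± 0.06 (SE) on the log2 scale, with an edgeR adjusted p of 2.20e-08, and H2AFV by -0.70 ± 0.05 (SE), with an edgeR adjusted p of 4.11e-09. The catalytic subunit gene KAT5 changed by -0.28 ± 0.05 (SE), and its edgeR adjusted p rose from 0.000163 to 0.0201 when libraries were scaled by size alone. TRRAP (0.05 ± 0.11, SE) and SRCAP (0.08 ± 0.13, SE) did not differ beyond replicate spread. Among the 4 transcription factors named by the study, MYC changed by 0.04 ± 0.05 (SE), not beyond replicate spread. RELA changed by 0.08 ± 0.05 (SE), with an edgeR adjusted p of 0.169. Its 3 Delta-TRRAP libraries all lay above the 3 WT libraries, at 2077 ± 13.3 against 2000 ± 49.9 normalized counts (SD, n = 3 each), an order that chance gives for 10% of genes in either direction. MYC and RELA passed the adjusted p of 0.01 when scaled by library size alone, at 0.17 and 0.21. HIF1A was higher by 0.30 ± 0.05 (SE), with an edgeR adjusted p of 0.00017, and E2F1 changed by -0.36 ± 0.07 (SE), with an edgeR adjusted p of 0.000177. E2F1 lies in a part of chromosome 20 where the median log2 fold change was -0.57.

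**Figure D1:**
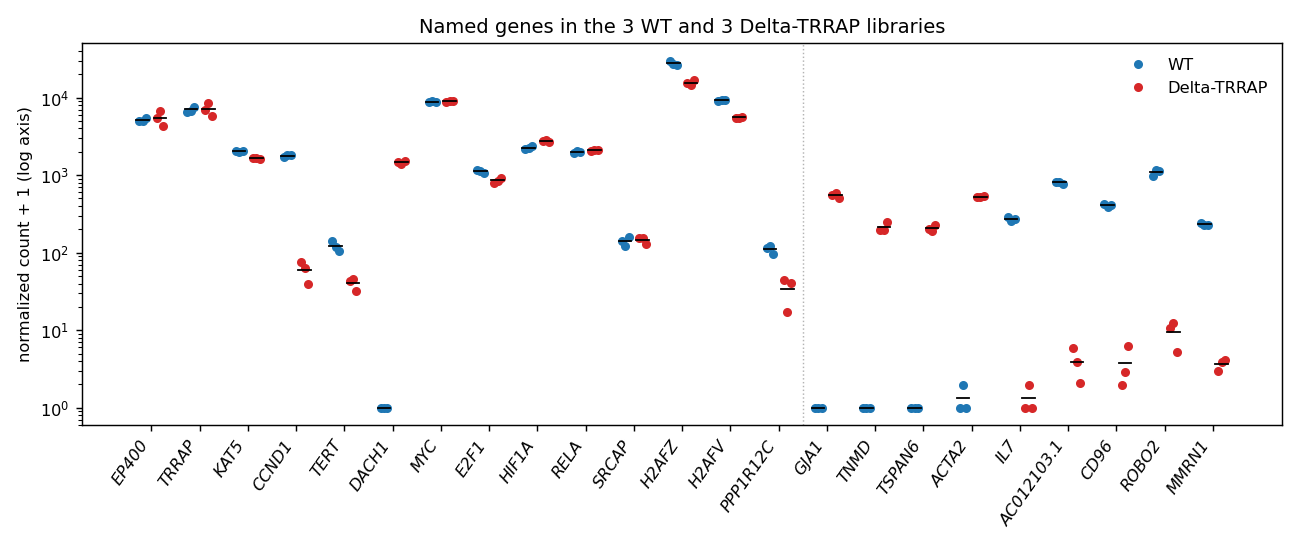
Normalized count plus 1 (vertical log axis) of each named gene in the 3 WT (blue) and 3 Delta-TRRAP (red) libraries; points are libraries, black bars are group means, and the dotted line parts the genes listed in advance from those chosen by size of change. EP400 overlaps between groups, and DACH1 has no counts in the 3 WT libraries.

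The largest rises, besides DACH1, were GJA1, TNMD, TSPAN6 and ACTA2. GJA1, TNMD and TSPAN6 had no counts in WT and were at least 182-fold, 71.0-fold and 68.9-fold higher in Delta-TRRAP. TNMD (100584936 to 100599885) and TSPAN6 (100627108 to 100639991) are neighbours on the X chromosome. GJA1 lies on chromosome 6 (121435595 to 121449727) and ACTA2 on chromosome 10 (88935074 to 88991339). ACTA2 had 1 count in WT and 1585 in Delta-TRRAP, a ratio of 1569 with an exact 95% counting interval of 281 to 62030. The largest falls were IL7 and AC012103.1 on chromosome 8, CD96 and ROBO2 on chromosome 3 and MMRN1 on chromosome 4. IL7 had 811 counts in WT and 1 in Delta-TRRAP, a ratio of 0.00122 with an exact 95% counting interval of 3.09e-05 to 0.00682. The log2 fold changes were -7.99 ± 0.17 for AC012103.1, a long non-coding RNA, -7.17 ± 0.21 for CD96, -6.93 ± 0.16 for ROBO2 and -6.36 ± 0.21 for MMRN1 (SE). The value for CD96 rests on 8 counts in Delta-TRRAP, 5 of them in replicate 3, and was -7.99 without that library. The edgeR adjusted p of these 9 genes ranged from 1.02e-14 to 9.61e-11.

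The study asked how strongly the changed genes are expressed in WT cells. Against unchanged genes, it reports a tendency to high WT expression for lower genes and to much lower WT expression for higher genes. Higher genes had a median WT normalized count of 9.66 (quartiles 2.98 and 38.1), against 641 (quartiles 36.9 and 2557) for the 14792 genes tested and not called. The log2 ratio of the medians was -6.05, and a higher gene lay above an unchanged gene in 15.2% of pairs. The two-sided permutation p of the Mann-Whitney statistic was 1e-05, the smallest that the resamples can give, and 2e-05 after Benjamini-Hochberg adjustment over the 2 classes. The WT level also enters the fold change that defines the classes, so part of this difference is built in. With the level taken as the mean of both groups the log2 ratio for higher genes was -4.45, and with the Delta-TRRAP mean it was -3.72. Lower genes had a median WT normalized count of 268 (quartiles 43.7 and 1347), a log2 ratio of -1.26 to unchanged genes. For lower genes the ratio was -1.87 with the mean of both groups and -3.05 with the Delta-TRRAP mean. By WT level, a lower gene lay above an unchanged gene in 46.3% of pairs, with a two-sided permutation p of 4e-05 and an adjusted p of 4e-05. The direction for lower genes changed with the definition of unchanged. Against the 6105 genes with an adjusted p above 0.05, whose median was 52.1, lower genes had a log2 ratio of 2.36 and lay above in 62.6% of pairs. With classes from DESeq2 they lay above in 52.3% of pairs, and without any one WT library the permutation p rose to 0.0898 to 0.208. With the level taken only from the WT library left out of the classes, lower genes lay above in 47.9%, 48.2% and 47.5% of pairs. The permutation p was 0.02, 0.0491 and 0.0026 for WT replicates 1, 2 and 3. Higher genes lay below unchanged genes under both definitions and with DESeq2 classes, but above when all genes with a count that were not called served as unchanged, with a log2 ratio of 1.28.

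**Figure D2:**
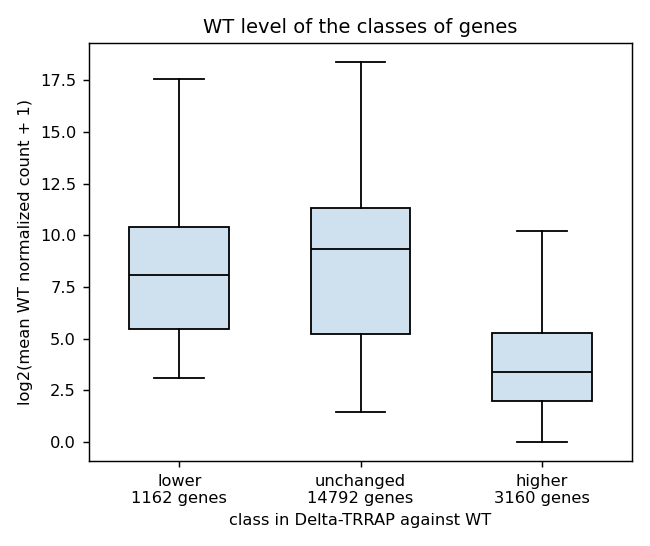
Mean WT normalized count plus 1 on a log2 scale (vertical axis) for lower, unchanged and higher genes; boxes span the quartiles with the median as a line, whiskers reach the farthest gene within 1.5 box heights, and genes beyond are not drawn. The medians before taking logs are 268, 641 and 9.66 normalized counts.

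Because the study links TIP60 and TRRAP to MYC, E2F, HIF1A and RELA, targets of these factors were tested as lists. In the study, such targets were enriched among genes that fell and also lost H2A.Z or its acetylated form. The test here asks instead whether a whole hand-written list shifts against other genes. The measures and gene sets differ, so a list that does not pass here does not contradict that enrichment. Of 8 lists, 4 passed an adjusted p of 0.05 by camera with Benjamini-Hochberg adjustment over the lists. MYC targets had a median log2 fold change of -0.43 (range -1.20 to 0.14), with 27 of 28 negative and an adjusted p of 2.02e-06. E2F targets had a median of -0.37 (range -1.30 to 0.30), with 22 of 26 negative and an adjusted p of 0.000325. TIP60 subunits had a median of -0.28, with 13 of 19 negative and an adjusted p of 0.0242, which was 0.0767 without Delta-TRRAP replicate 3. Erythroid genes had a median of 0.53 (range -3.50 to 4.33), with 15 of 20 positive and an adjusted p of 0.0111. HBA1, HBA2, HBG1 and HBG2 have near-identical copies and their counts are uncertain. HIF1A targets (median 0.07, adjusted p 0.899), RELA targets (median 0.19, adjusted p 0.471) and SAGA subunits (median -0.06, adjusted p 0.471) did not pass by camera. Nor did the megakaryocyte genes (adjusted p 0.471), of which 8 of 17 were tested. Of these 8, 4 were negative and 4 positive (range -2.89 to 2.35), with 4 called lower and 2 called higher, so their median of -0.69 gives no common direction. All 8 lists passed under fry, by its directional p-value. That test asks whether the genes of a list shift on average, without comparing them with other genes. Such an average can shift where single genes go both ways, as the megakaryocyte genes did. None passed camera with an estimated inter-gene correlation, where the count at an unadjusted p under 0.05 was 0. The medians of the 4 lists that passed by camera kept their sign under RLE, upper quartile and library size scaling. At single genes, an adjusted p of 0.01 was passed by 24 of 28 MYC targets over all genes tested and 25 adjusted over the list alone, and by 21 of 26 E2F targets in both ways. For TIP60 subunits the numbers were 15 of 19 in both ways, for erythroid genes 16 of 20 and for megakaryocyte genes 6 of 8. For HIF1A targets they were 15 of 24 and for SAGA subunits 12 of 21 in both ways, and for RELA targets 11 of 22 over all genes and 10 adjusted over the list alone.

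Fold changes were also laid out along the chromosomes. Segmentation of 11424 expressed genes gave 37 segments on 23 chromosomes, of which 9 were shifted, 6 lowered and 3 raised. The longest lowered segment covered chromosome 20 from 31514428 to 64304820, where 196 genes had a median log2 fold change of -0.57 and 87.2% lay below the genome-wide median of -0.089. On chromosome 12, 100 genes from 111766887 to 125031231 had a median of -0.78, and 35 genes from 45139782 to 49331731 also had a median of -0.78. On chromosome 19, 80 genes from 21020634 to 36489902 had a median of -0.45 and 308 genes from 37411155 to 56121295 a median of -0.40. On chromosome 3, 46 genes from 186546067 to 198043720 had a median of -0.69. The longest raised segment covered chromosome 5 from 122775079 to 168579368, with a median of 0.34 over 173 genes. The other raised segments were 42 genes on chromosome 6 from 24804282 to 28137313, with a median of 1.39, and 17 genes on chromosome 19 from 36510687 to 37393066, with a median of 0.94.

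**Figure D3:**
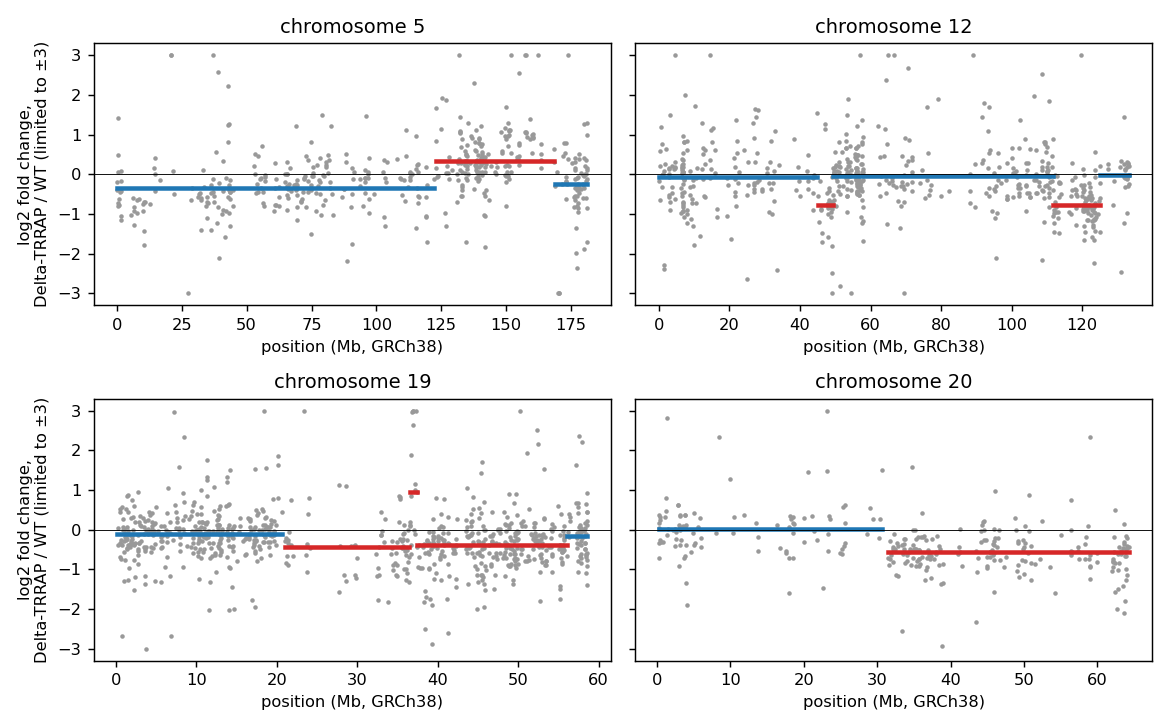
Log2 fold change of genes with a mean normalized count of at least 100 (grey points, limited to 3 log2 units either way) against position in Mb on chromosomes 5, 12, 19 and 20; horizontal lines are segment medians, red where shifted and blue elsewhere. On chromosome 20 the median is -0.57 from 31514428 onward.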

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

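The removal of shifted segments and of the GC content and length trend was chosen after the data were seen. Counts of called genes stayed within 1.5 times the reported counts under the other tests, scalings and filters. With a minimum mean normalized count of 50, 1968 genes were called, 1180 of them higher, since fewer genes could be called. At a fold change of 1.5, 6750 genes were called and 2562 were lower, since the rule was looser. DESeq2 called 3731 genes, of which 3706 were called in the same direction by edgeR.

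For lower genes the WT level against unchanged genes had log2 ratios of 2.36 with unchanged genes limited to an adjusted p above 0.05 and 6.07 with all genes with a count. With DESeq2 classes the log2 ratio of medians was -0.34 while the rank test pointed the other way. Without one library the ratio ranged from -1.29 to -0.935. For higher genes the ratio was 1.28 with all genes with a count. These definitions change which genes serve as unchanged, and the cause of the DESeq2 difference was not tested.

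With an estimated correlation, 0 lists passed and the adjusted p was 0.208 for MYC targets, E2F targets and TIP60 subunits and 0.3004 for erythroid genes. Under fry, 8 lists passed, with 0.00249 for SAGA subunits, 6.09e-05 for HIF1A targets, 0.0057 for RELA targets and 2.6e-05 for megakaryocyte genes. Across the 6 fits that each left out one library, the camera adjusted p was 0.0205 to 0.0767 for TIP60 subunits. For HIF1A targets it was 0.715 to 0.9997, and the direction given by camera flipped in 3 of these fits. That direction also flipped after removal of shifted segments (camera adjusted p 0.801), while the list median stayed positive at 0.039. Beyond the different questions fry and camera ask, the causes were not tested.

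The share of variance on the first principal component was 88.7% for all tested genes, 99.5% for variance-stabilized counts and 98.1% to 98.7% without one library. Leaving out one library gave log2 fold changes of -0.026 to 0.29 for EP400, -0.115 to 0.18 for TRRAP and -0.023 to 0.19 for SRCAP. For other named genes, 3 results became stronger (MYC and RELA, by scaling) and 1 weaker (KAT5, by scaling).

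Same-numbered libraries did not deviate together from their group means (correlations of -0.035 to -0.011 across genes), so the numbers do not pair the libraries. With the replicate number as a block, 4184 genes were called, 3049 higher and 1135 lower, and no call on a named gene or list changed.

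Depth limits the genes near the filter: 1123 of 3160 higher genes had a WT mean normalized count under 5, where the size of the rise is uncertain.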

Other observations

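The comparison with other splits of the libraries, the shuffled gene orders, the share of rises among genes of low mean, the tests of genes with a mean under 100 on chromosome 6 and the two-sided adjustment over matched lists were tests chosen after the result was seen, as were the 2 removals of trends. The genes named here beyond those listed in advance were chosen after their values were seen.

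Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real one with 4322. Each of the other 9 gave 0 called genes, with 39 to 141 genes at an unadjusted p under 0.05 against 13452 in the real split. Those splits mix the groups, which widens the spread within them. With 3 against 3 the share of splits cannot fall under 0.1. After each shifted segment's median was subtracted, 4233 genes were called, 4136 of them called before in the same direction. After a smooth trend on GC content and transcript length was removed, 4336 genes were called, 4092 of them called before in the same direction. The trend accounted for 1.6% of the variance of fold changes among expressed genes. Neither removal could have undone most calls, so the calls left in place test neither trend. Only 1653 of 19114 tested genes lay in shifted segments. The GC content and length trend ran from -0.215 to 0.138 log2 units over most expressed genes. It is this small reach that argues against either as the whole cause. Each line is one clone, so a difference between clones and the effect of the deletion remain open for any gene.

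Runs of neighbouring genes were shifted the same way, and 1653 tested genes lay in shifted segments. Of 100 shuffled gene orders, 0 gave as many segments, against a chance order of genes. In the 6 lowered segments, which hold 1252 tested genes, a general fall of highly expressed genes was tested in 3 equal classes of expression. The least expressed class, which lies below the level used to find the segments, had a median 0.46 log2 units below that class elsewhere (difference -0.46, two-sided permutation p 0.0001, the smallest the resamples can give, and the same after Benjamini-Hochberg adjustment). The differences were -0.482 and -0.493 in the other 2 classes, which hold genes that defined the segments. In the 3 raised segments, which hold 401 tested genes, the differences were 0.638, 0.686 and 0.436 from the least to the most expressed class. A fall limited to abundant genes would leave the least expressed class in place. A copy number difference between the 2 clones is a candidate explanation, since it predicts a shift in every class, and the smallest shift in lowered segments was -0.46. DNA was not analysed here, and regulation over whole chromosome stretches was not tested, so both remain open.

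A raised segment on chromosome 6 holds the HIST1 histone genes, with a median log2 fold change of 1.60 over 38 histone genes. The other 45 genes of the segment had a median of 0.416. Genes with a mean of at least 100 defined the segment, so the tests used those under 100. The 22 other genes under 100 had a median 0.491 above such genes elsewhere (two-sided permutation p 0.227, adjusted p 0.303 over 4 tests), which was not beyond chance. The 19 HIST1 genes under 100 had a median 0.146 above that of these 22 (two-sided permutation p 0.831, adjusted p 0.831). The median of these 19 lay 0.637 above that of genes under 100 elsewhere (two-sided permutation p 0.065, adjusted p 0.13), also not beyond chance. The 7 HIST2 genes on chromosome 1 rose by a median of 1.86, with 7 of 7 positive (two-sided permutation p 0.0007, adjusted p 0.0028), and a gain on chromosome 6 cannot give that. For the segment itself, a copy number difference between the clones and a rise of histone genes cannot be told apart, because too few of its genes were independent of its definition. Libraries were poly(A)-selected, and most replication-dependent histone mRNAs lack a poly(A) tail, so these counts rest on an unusual part of the histone mRNA. Histone genes also have near-identical copies, and unique mapping makes their counts uncertain.

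EP400 and TRRAP counted higher in Delta-TRRAP replicate 2 than in replicate 3, by log2 ratios of 0.622 and 0.573. Genes with transcripts of 8 kb or more had a median log2 ratio of 0.189 between these libraries, and the median was -0.129 for transcripts under 2000 bases. Spearman's rho of length and ratio was 0.511 across genes, which are not independent replicates. A length-dependent difference between these 2 libraries may therefore contribute to the spread of EP400 in Delta-TRRAP. How much of either gene's ratio length accounts for was not tested. No biological explanation was tested, since both libraries belong to one group.

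Some genes had no counts in WT and were present in Delta-TRRAP, and COL1A2, a fibroblast-associated gene, had 868 normalized counts in Delta-TRRAP against 1.63 in WT. Admixed fibroblast-like cells were tested with 16 marker genes. Of these, 2 were at the COL1A2 level or above in Delta-TRRAP and more than 2-fold above WT: FN1 (11950 against 667) and SPARC (2339 against 149.9). The others did not meet both criteria. COL1A1 had 29.8 normalized counts in Delta-TRRAP against 28.9 in WT, COL3A1 had 9.28 against 0.684, and LUM was at 0 in both groups. COL6A1 rose from 30.5 to 120.2 and stayed below COL1A2. In 11 of the 16 the Delta-TRRAP level was under 0.1 of that of COL1A2. K562 WT libraries held 100 or more normalized counts of 4 of the 16. Fibroblast-like cells would bring all their abundant transcripts, so the values argue against them as the source. The deletion and a difference between clones remain open and were not tested.

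More genes rose than fell, and the higher genes had low WT levels. A floor of counts near 0 acts alike on both groups, because genes were tested and sorted by their mean over both. It would therefore leave rises and falls about as many among genes of low mean. Among genes with a mean normalized count of 5 to 100, 83.0% of calls were rises, 2355 against 482. Of the called genes, 88 had no counts in WT and 7 had none in Delta-TRRAP. More genes were detected in the Delta-TRRAP libraries, which held fewer counts. These values argue against the floor as the source of the excess. The excess was absent at a mean of 1000 or more, where 37.7% of calls were rises. Nor was the rise limited to genes silent in WT. Outside shifted segments, the median log2 fold change was 0.48, 0.099 and -0.129 from the least to the most expressed of 3 equal classes. An effect of the deletion on genes of low expression and a difference between clones remain open. Neither was tested, nor were technical sources that would raise low counts in the Delta-TRRAP libraries.

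The MYC targets list had a median of -0.433 after segment medians were subtracted, as before. Random lists matched on mean expression had a typical median of -0.181, so a fall of abundant genes gives part of this value. Of 10000 such lists, 55 were as low before the subtraction and 18 after it, with two-sided p-values adjusted over the 8 lists of 0.0299 and 0.0149. The values argue against shifted segments or a general fall of abundant genes as the whole cause. The E2F targets list had a median of -0.371 before and -0.321 after the subtraction, and camera with Benjamini-Hochberg adjustment still passed it (0.00135), which argues against shifted segments as the whole cause. Matched lists had a typical median of -0.182 before and -0.168 after, 268 and 430 of 10000 were as low, and the adjusted p-values were 0.108 and 0.172. A fall specific to E2F targets and a general fall of abundant genes therefore cannot be told apart, because these adjusted p-values do not pass 0.05. With an estimated correlation between genes the camera test passed neither list (adjusted p 0.208), so these medians describe these libraries. Of the other lists, a median as high as that of the erythroid genes occurred in 0 of 10000 matched lists (adjusted p 0.0016). One as low as that of the megakaryocyte genes occurred in 48 (adjusted p 0.0299), but 4 of these 8 genes fell and 4 rose, so this median decides nothing. The TIP60 subunits were at 1469 and the SAGA subunits at 5774 of 10000 as low, and HIF1A and RELA targets at 744 and 2101 as high, with adjusted p-values of 0.238 to 0.847. The deletion and a difference between clones remain open for all of them.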
